A study of Homo sapiens with 9 samples.

How the data were processed

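Polyadenylated RNA of MCF10A, MCF10AT1 and MCF10Ca1a cells was sequenced in 3 libraries per line with a stranded Illumina mRNA kit after column purification, per the labels. Of the 6 deposited tables, 1 holds estimated counts per gene, 2 hold gene counts whose names call them length-scaled and scaled, 1 holds TPM per gene, and 2 hold estimated counts and TPM per transcript. The aligner, the quantification program, the genome build and the annotation behind the deposited estimated counts and TPM values are not stated in the labels or file headers, and the TPM values were used as deposited. Each column was matched to its library by name, and each library to its line by its label.

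The deposited estimated counts were rounded to whole numbers. Genes were kept with edgeR's filterByExpr by line (minimum count 10, minimum total 15), which left 17910 of 62666. The main test was edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, edgeR 4.0.16 in R 4.3.3) with TMM normalisation, with all 9 libraries in 1 fit, so that the 3 comparisons shared an estimate of the spread, and with Benjamini-Hochberg adjustment at 0.05. Standard errors of log2 fold changes were taken from the fold change and its F statistic. CPM values use library totals scaled by TMM. Counts at or under 3 in all 3 libraries of a line were taken as its floor, and folds against such a line are lower bounds. SDs are over 3 replicates. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

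Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01, for 6 lists in 3 comparisons with adjustment over the 18 tests: cohesin and CTCF, lamina and heterochromatin, epithelial, mesenchymal, sterol synthesis and cell cycle. A list of line-identity genes (HRAS, MYC, XIST, CDKN2A and CDKN2B) was read gene by gene. Chromosomes 1 to 22 and X were tested the same way with adjustment over the 23 chromosomes of a comparison. Positions came from GENCODE 29 on GRCh38 through unversioned Ensembl identifiers, which matched 58227 genes (92.9%). The authors' build is not stated, so these positions belong to the reference used here. Of the genes tested, 17164 had a position on these chromosomes. The table lists 20903 genes without a symbol. A list of YAP target genes, written for a hypothesis in the closing part, was also tested.

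Transcript usage was tested with edgeR's diffSpliceDGE on rounded transcript counts, with Simes p per gene. This test assumes a single dispersion for the transcripts of a gene, so a per-transcript share test was added after the data were seen: limma on the log2 ratio of a transcript to the rest of its gene, with Simes p per gene. The uncertainty of assigning reads between transcripts was not used here.

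The edgeR and DESeq2 gene tests, camera, diffSpliceDGE and the share test were tested on simulated data. Fry, glmTreat, limma on TPM and the gene-level F test were not. With 200 genes changed among 17448, edgeR recovered 194 (97%) with 11 false calls, and made 0 calls in the comparison without changes. DESeq2 recovered 195 (97.5%) with 25 false calls. Camera recovered the 1 shifted list among 23 lists of random genes, with 0 false calls. With 200 genes changed in usage among 11385, diffSpliceDGE recovered 145 (72.5%) with 246 false calls, and the share test recovered 174 (87%) with 16. With no transcript changed and a dispersion that differed between transcripts, diffSpliceDGE called 226 of 11408 genes and the share test 0. With a dispersion that followed the mean alone, they called 0 and 2 of 11448.

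Depth ranged from 32.9 to 69.5 M counts per library, with 23019 to 24050 genes at 1 count or more and 15441 to 16665 at 10 or more. The 10 most abundant genes took 5.47% to 7.10% of the counts of a library, and TMM factors ran from 0.978 to 1.02.

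The groups, comparisons, tests, lists, alternatives and rule for named genes were chosen before the data were examined, except where stated. The rule named, in each comparison, the 3 largest rises and 3 largest falls by fitted log2 change among genes with an adjusted p under 0.05, a proper symbol, a mean of at least 100 counts in the higher line and no overlap between the replicates of the lines in CPM. It also named the 3 genes that rose and the 3 that fell most at both steps by the smaller change, the identity genes, the member of each list that rose and the one that fell most in MCF10Ca1a against MCF10A, and the 2 genes with the smallest usage p per comparison. A result of the usage test that this rule names is not reported here.

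Alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, the length-scaled and scaled counts, the replicate number as a block, a minimum log2 change of 1 (glmTreat), thinning to the smallest library, limma on log2(TPM + 1) and log2(TPM + 0.1) with and without a filter, only the lines compared, and each library left out in turn. For sets they were fry and a correlation estimated from the libraries, and for usage a 10 percent share minimum and the gene-level F test. Added after the data were seen were a correction for transcript length and GC content (known for 17168 genes, 95.9%) and the removal of nuclear copies of mitochondrial genes. Other steps used Python 3.11.15, pandas 2.3.3, matplotlib 3.10.9 and BLAST+ 2.17.0. Chromosome Y, mitochondrial genes and unplaced genes were left out of the chromosome tests, and sequence variants and splice junctions were not analysed here.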

Results

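Gene expression was measured by RNA sequencing in 3 related human breast epithelial cell lines, with 3 replicate libraries per line and 9 libraries in all. MCF10A is a non-tumorigenic mammary epithelial line. MCF10AT1 is a line of the MCF10A lineage that carries an introduced, activated HRAS gene and is used as a premalignant stage. MCF10Ca1a is a tumour-forming line of the same lineage. The study sequenced the lines to follow gene expression along breast cancer progression. The values were estimated counts per gene, as deposited. Library totals in mega-counts (M) were 64.2, 64.2 and 69.5 M counts for MCF10A, 68.1, 67.8 and 62.9 M for MCF10AT1, and 35.2, 32.9 and 35.2 M for MCF10Ca1a. Mean depth was 65.99 ± 3.05 M (SD, n = 3) for MCF10A, 66.3 ± 2.92 M (SD, n = 3) for MCF10AT1 and 34.5 ± 1.32 M (SD, n = 3) for MCF10Ca1a, so the malignant line was measured with fewer counts per gene. MCF10AT1 was grown in 2.5% horse serum and the other lines in 5%, so serum and line differ together in every comparison that includes MCF10AT1.

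No pair of replicate libraries held identical values. Counts of replicate pairs differed by more than counting noise, with a chi-square per degree of freedom from 2.42 to 68.3 over the 9 pairs. The pair with the highest value was MCF10A replicates 1 and 3, followed by MCF10A replicates 1 and 2 at 29.5, whereas MCF10A replicates 2 and 3 gave 10.7. The first principal component of log2 CPM held 70.0% of the variance and the second 22.4%, and the 3 libraries of each line lay together. The mean root mean square distance between libraries, in log2 CPM over the genes tested, was 0.409 within MCF10A, 0.396 within MCF10AT1 and 0.475 within MCF10Ca1a. Between lines it was 1.16 for MCF10A and MCF10AT1, 1.55 for MCF10AT1 and MCF10Ca1a, and 1.84 for MCF10A and MCF10Ca1a.

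**Figure D1:**
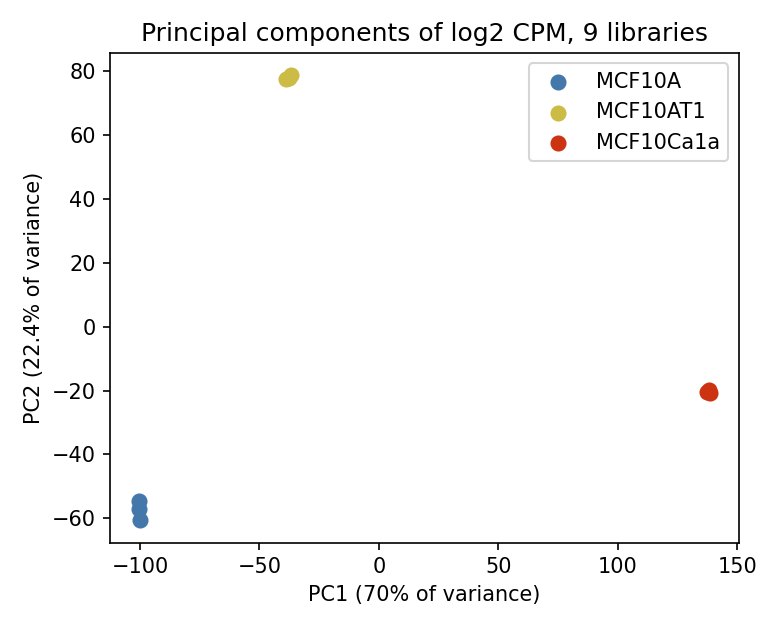
Principal components of log2 CPM, with PC1 (70.0% of the variance) on the x axis, PC2 (22.4%) on the y axis and 1 point for each of the 9 libraries, coloured by line. The 3 libraries of each line form a tight group, and PC1 orders the lines as MCF10A, MCF10AT1 and MCF10Ca1a.

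Genes of known relevance to the identity of these lines were read for each line. HRAS (ENSG00000174775.18, chromosome 11:532242-537287, minus strand, in the GENCODE 29 annotation of GRCh38, which gives all positions here) had 41.0 ± 1.95 CPM (SD, n = 3) in MCF10A, 97.7 ± 2.94 CPM (SD, n = 3) in MCF10AT1 and 145 ± 3.59 CPM (SD, n = 3) in MCF10Ca1a. Its log2 fold change in edgeR's quasi-likelihood test was 1.25 (SE 0.0524, adjusted p 1.65e-10) in MCF10AT1 against MCF10A and 0.57 (SE 0.0513, adjusted p 1.51e-07) in MCF10Ca1a against MCF10AT1. MYC (ENSG00000136997.22, 8:127735434-127741434) did not differ between MCF10AT1 and MCF10A (log2 fold change 0.02, edgeR adjusted p 0.768, from -0.01 to 0.07 over the fits that each left out 1 library) and was higher in MCF10Ca1a than in MCF10A by 0.22 (SE 0.0576, adjusted p 0.00265), a call that was not made without the filter on low counts. XIST (ENSG00000229807.13, X:73820651-73852723) was expressed at 257 ± 88.4 CPM (SD, n = 3) in MCF10A, 234 ± 53.9 CPM (SD, n = 3) in MCF10AT1 and 194 ± 35.0 CPM (SD, n = 3) in MCF10Ca1a, with no difference past the threshold in edgeR's test (adjusted p 0.614 for MCF10AT1 against MCF10A, 0.109 for MCF10Ca1a against MCF10A and 0.285 for MCF10Ca1a against MCF10AT1). The XIST value rested on MCF10A replicate 1: without that library its log2 fold change in MCF10AT1 against MCF10A was -0.39 (edgeR adjusted p 0.0365), and it ran from -0.39 to 0.06 over the 9 fits that each left out 1 library. Without the filter on low counts XIST was called lower in MCF10Ca1a. Its log2 change was -0.48 against MCF10A (edgeR adjusted p 2.84e-09) and -0.36 against MCF10AT1 (adjusted p 1.17e-05). Over the alternatives the changes ran from -0.48 to -0.27 and from -0.40 to -0.22. With the filter and 1 library left out they ran from -0.68 to -0.22 and from -0.39 to -0.08. CDKN2A and CDKN2B, neighbours on chromosome 9, had 0 counts in all 9 libraries, under the floor of 3 counts that a count of 0 allows in each library.

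Adjusted p-values of single genes here are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and those of lists and chromosomes are from camera with the same adjustment. A fold against a line whose libraries all held 3 counts or fewer is given as a lower bound against that floor. Genes were ranked by fitted log2 change, which for a gene at 0 counts depends on the prior count, so the largest rises and falls named here are the largest by that value and need not have the highest bounds. The comparison of MCF10AT1 with MCF10A asks what changes at the premalignant step. Of 17910 genes tested, 11025 (61.6%) had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5335 higher and 5690 lower in MCF10AT1, and 3224 of them changed at least 2-fold (1677 higher and 1547 lower). The median absolute log2 change over all genes tested was 0.38. The alternative that moved the count most asked for a change of more than 1 on the log2 scale and left 1994 genes. The largest rises under the rule for named genes were against genes with 0 counts in all 3 MCF10A libraries. EPDR1 (ENSG00000086289.13, 7:37683843-37951941) had 2845, 2882 and 2533 counts in MCF10AT1 and was at least 905-fold higher (adjusted p 2.72e-14). GRHL2 (ENSG00000083307.12, 8:101492432-101669726) had 1810, 1792 and 1711 counts and was at least 582-fold higher (adjusted p 6.04e-14), and AGMAT (ENSG00000116771.6, 1:15572353-15585110) was at least 224-fold higher (adjusted p 5.46e-10), a lower bound than that of C3orf14 (at least 543-fold higher), named below for another comparison. The largest falls were of genes with 0 counts in all 3 MCF10AT1 libraries. PDPN (ENSG00000162493.17, 1:13583465-13617957) had 4601, 4327 and 4282 counts in MCF10A and was at least 1380-fold lower (adjusted p 2.05e-13). LDAH (ENSG00000118961.15, 2:20684014-20823130) was at least 552-fold lower (adjusted p 8.47e-12) and FLI1 (ENSG00000151702.18, 11:128686535-128813267) at least 311-fold lower (adjusted p 2.61e-10).

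The comparison of MCF10Ca1a with MCF10A spans the whole series. It gave 14491 genes (80.9%) with an adjusted p under 0.05 in the same edgeR test, 6979 higher and 7512 lower, of which 7685 changed at least 2-fold (3795 higher and 3890 lower). The median absolute log2 change was 0.84. GJA1 (ENSG00000152661.9, 6:121435577-121449727) had 0 counts in the MCF10A libraries and 1218, 1051 and 1181 in MCF10Ca1a, at least 702-fold higher (adjusted p 5.54e-14). EPDR1 was at least 616-fold higher here (adjusted p 2.13e-14). H2AC19 was at least 477-fold higher (adjusted p 5.85e-07) but is uncertain, since its near-identical copy H2AC18 can take its reads: the 3 MCF10Ca1a libraries split as 931, 210 and 1232 counts for H2AC19 against 303, 972 and 0 for H2AC18. Of the largest falls by fitted change, PDPN was at least 747-fold lower (adjusted p 1.74e-13), TSPAN18 (ENSG00000157570.12, 11:44726465-44932421) at least 185-fold lower (adjusted p 2.14e-11) and FLI1 at least 169-fold lower (adjusted p 1.71e-10). EMD and LDAH, named for the other comparisons, had higher bounds than TSPAN18 and FLI1 here (at least 610-fold and 299-fold lower), and HBE1 (at least 591-fold higher) a higher one than H2AC19.

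The comparison of MCF10Ca1a with MCF10AT1 addresses the malignant step. It gave 14034 genes (78.4%) with an adjusted p under 0.05 in the edgeR test, 6808 higher and 7226 lower, of which 6752 changed at least 2-fold (3262 higher and 3490 lower). EMD (ENSG00000102119.12, X:154379197-154381523), which encodes emerin, a protein of the inner nuclear membrane, had 5047, 5035 and 4620 counts in MCF10AT1 and 0, 1 and 0 in MCF10Ca1a, at least 845-fold lower (adjusted p 2.99e-15), whereas none of the 23 expressed genes within 500 kb of it was at the floor. A pair of these genes, named after their values were seen, fell strongly: FLNA (X:154348524-154374638) by a log2 change of -4.44 (SE 0.105, edgeR adjusted p 2.81e-13), and MPP1 (X:154778684-154821007) by -6.40 (SE 0.133, edgeR adjusted p 9.94e-14), to a mean of 4.33 counts. C3orf14 (ENSG00000114405.11, 3:62318973-62336213) and ZNF22 (ENSG00000165512.5, 10:45000475-45005326) had 0 counts in MCF10Ca1a and were at least 285-fold (adjusted p 8.92e-13) and 270-fold (adjusted p 1.12e-12) lower. The largest rises were FAM133A (at least 116-fold, adjusted p 4.16e-10), ELFN1 (at least 110-fold, adjusted p 1.46e-09) and HOXA11 (at least 62.7-fold, adjusted p 1.99e-10). HOXA11 also had 95, 105 and 118 counts in MCF10A, so it was undetected only in MCF10AT1.

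**Figure D2:**
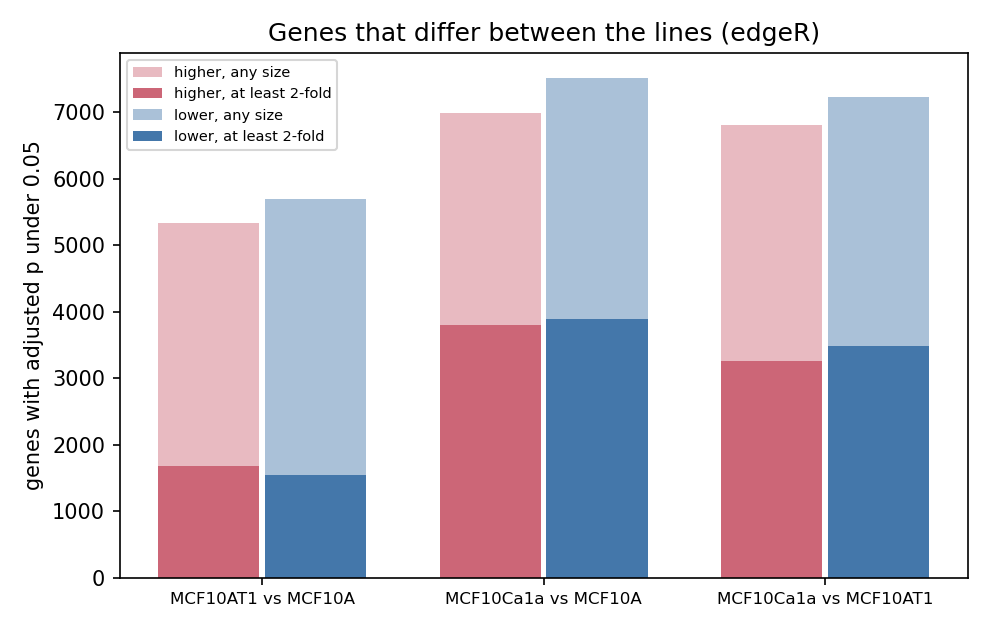
Number of genes with an edgeR adjusted p under 0.05 (y axis) in each comparison (x axis), higher in red and lower in blue, with the part that changed at least 2-fold in the darker shade. Calls were split almost evenly in each comparison, with 48.4%, 48.2% and 48.5% of them higher, but on the log2(TPM + 1) scale 35.3%, 54.2% and 60.6% were higher.

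**Figure D3:**
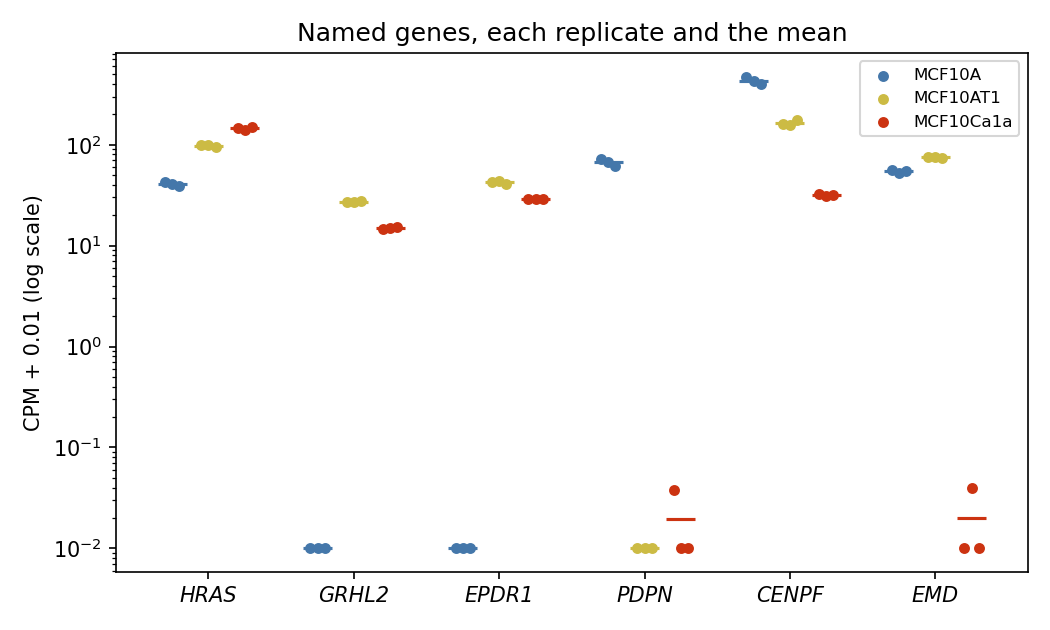
Expression of 6 named genes in CPM plus 0.01 on a log axis, 1 point per library and a bar at the mean of the 3 replicates, coloured by line. HRAS rises along the series and CENPF falls, whereas GRHL2 and EPDR1 are at 0 counts in MCF10A, PDPN in MCF10AT1, and EMD is at 0, 1 and 0 counts in MCF10Ca1a.

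Genes changed at both steps were then compared by direction, which asks whether expression moves steadily along the series. Of 9027 genes called in edgeR at both steps, 4277 (47.4%) moved the same way (1943 rose at both and 2334 fell at both) and 4750 moved in opposite directions (2476 rose then fell and 2274 fell then rose). Of the opposite genes, 1301 did not differ between MCF10Ca1a and MCF10A. Across genes, which are not independent replicates, Pearson's r between the log2 changes of the steps was -0.0826. Sharing the MCF10AT1 libraries alone gave r = -0.452 in 10 simulations with unchanged groups, where 1.35% of the genes with an unadjusted p under 0.05 at both steps moved the same way. Both derived lines differed from MCF10A in 9443 genes, and 6886 of these (72.9%) had the same sign. In the unchanged simulations 98.9% of the genes with an unadjusted p under 0.05 in both comparisons had the same sign. Between the changes of both derived lines against MCF10A, r was 0.575, against 0.456 in the unchanged simulations, in which the shared MCF10A libraries alone produce a positive value. Simulated genes held no real change, so shared noise alone set their signs. Their shares and r values show which way sharing pulls. They are not chance values for the genes called here, so whether 47.4% or 72.9% departs from chance is not decided. Among the named genes that rose at both steps, CDH19 (chromosome 18) had 0 counts in MCF10A, 9, 11 and 21 in MCF10AT1, and 508, 509 and 536 in MCF10Ca1a. HBE1 (chromosome 11) had 0, 0 and 1, then 41, 17 and 18, then 962, 909 and 1031 counts. BEX2 (X chromosome) had 0 counts, then 11, 4 and 3, then 129, 140 and 130. Among those that fell at both steps, TSPAN18 went from 1219, 1027 and 1029 counts through 40, 27 and 26 to 0. ITGA4 (chromosome 2) went from 566, 498 and 515 through 7, 6 and 4 to 0, and P3H3 (chromosome 12) from 132, 114 and 110 through 3, 5 and 4 to 0. At the malignant step the last 2 lay too near the floor for a fold change to be bounded. With scaled counts ITGA4 was not called at that step (log2 change -3.41, edgeR adjusted p 0.0664).

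Sets of genes chosen before the data were examined were tested with camera in the 3 comparisons, 18 tests in all, because the study concerns genome organisation and cancer progression. The cohesin and CTCF list (19 genes) was lower in MCF10AT1 than in MCF10A, with a median log2 change of -0.40 (adjusted p 5.64e-04; 15 genes lower and 1 higher over all genes tested, 16 called when adjusted over the list alone). It was lower in MCF10Ca1a than in MCF10A, with a median of -0.45 (adjusted p 0.0254). Between MCF10Ca1a and MCF10AT1 it showed no net shift against the other genes (median -0.07, camera adjusted p 0.546), although members moved both ways (5 higher and 9 lower). There its median was 0.14 on the log2(TPM + 1) scale, or -0.04 relative to the median of all genes on that scale (0.19). ZNF143 was the member that rose most in MCF10Ca1a against MCF10A (log2 change 1.45, SE 0.0601, adjusted p 3.16e-11) and ESCO2 fell most (-2.19, SE 0.0672, adjusted p 1.64e-12). The lamina and heterochromatin list (26 genes) was lower in MCF10Ca1a, with a median of -0.82 against MCF10A (adjusted p 0.00171; 18 lower and 2 higher, 20 adjusted over the list alone) and -0.59 against MCF10AT1 (adjusted p 0.0254). On the log2(TPM + 1) scale these medians were -0.45 and -0.30 (-0.52 and -0.49 relative to all genes). It passed no threshold in MCF10AT1 against MCF10A (median -0.20, adjusted p 0.0518), although it did in 3 of the 9 fits that each left out 1 library, with adjusted p from 0.0286 to 0.0826 over the 9. In this list EHMT1 rose most (log2 change 0.64, adjusted p 6.89e-07) and EMD fell most.

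The epithelial list (34 genes tested) was higher in each comparison, with medians of 0.42 (adjusted p 0.00844), 1.11 (adjusted p 0.00142) and 0.69 (adjusted p 0.0413) for MCF10AT1 against MCF10A, MCF10Ca1a against MCF10A and MCF10Ca1a against MCF10AT1. On the log2(TPM + 1) scale they were 0.21, 0.94 and 0.90, and without a filter, where 36 genes enter, 0.15, 0.86 and 0.85. GRHL2 rose most in MCF10Ca1a against MCF10A and KRT14 fell most (log2 change -5.65, SE 0.0889, adjusted p 4.18e-15), so members moved both ways: 25 were higher and 8 lower, 33 adjusted over the list alone. In MCF10Ca1a against MCF10AT1 the call was lost after a correction for transcript length and GC content (camera adjusted p 0.0932, with 0.00203 to 0.619 over the alternatives). The mesenchymal list (31 genes tested) was lower in MCF10Ca1a, by a median of -1.53 against MCF10A (adjusted p 5.64e-04; 22 lower and 5 higher, 27 adjusted over the list alone) and -1.26 against MCF10AT1 (adjusted p 0.010), and passed no threshold in MCF10AT1 against MCF10A (median -0.22, adjusted p 0.0950). On the log2(TPM + 1) scale its median was smaller: -0.85 in MCF10Ca1a against MCF10AT1 and -1.23 against MCF10A, and without a filter, where 40 genes enter, -0.07 and -0.63. SNAI1 rose most (log2 change 3.75, SE 0.154, adjusted p 2.97e-11) and POSTN was at least 78.1-fold lower in MCF10Ca1a (0 counts in all 3 libraries). The sterol synthesis list (26 genes tested) was higher in MCF10AT1 than in MCF10A (median 0.53, adjusted p 6.25e-05) and in MCF10Ca1a than in MCF10A (median 0.63, adjusted p 0.00687), at 0.36 and 0.78 on the log2(TPM + 1) scale. Between MCF10Ca1a and MCF10AT1 it showed no net shift against the other genes (median -0.26, camera adjusted p 0.906), with 11 members higher and 14 lower. There its median was 0.03 on the log2(TPM + 1) scale, or -0.16 relative to all genes. MVD rose most in MCF10Ca1a against MCF10A (log2 change 2.57, SE 0.0659, adjusted p 2.97e-13) and PMVK fell most (-1.65, SE 0.0726, adjusted p 6.24e-11). The cell cycle list (41 genes) was lower in MCF10AT1 than in MCF10A (median -0.39, adjusted p 6.25e-05; 29 lower and 3 higher, 32 adjusted over the list alone). In MCF10Ca1a all 41 genes were lower than in MCF10A (median -2.10, adjusted p 3.68e-13) and all 41 were lower than in MCF10AT1 (median -1.80, adjusted p 3.36e-13). CENPF fell most in MCF10Ca1a against MCF10A (log2 change -3.77, SE 0.0788, adjusted p 4.68e-14). None of these calls held when the correlation between genes was estimated from the libraries (adjusted p 0.274 or higher), whereas fry kept all of them. Fry tests a list against no change and not, as camera does, against the other genes. Most genes changed in every comparison, so the calls of fry do not offset that loss.

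**Figure D4:**
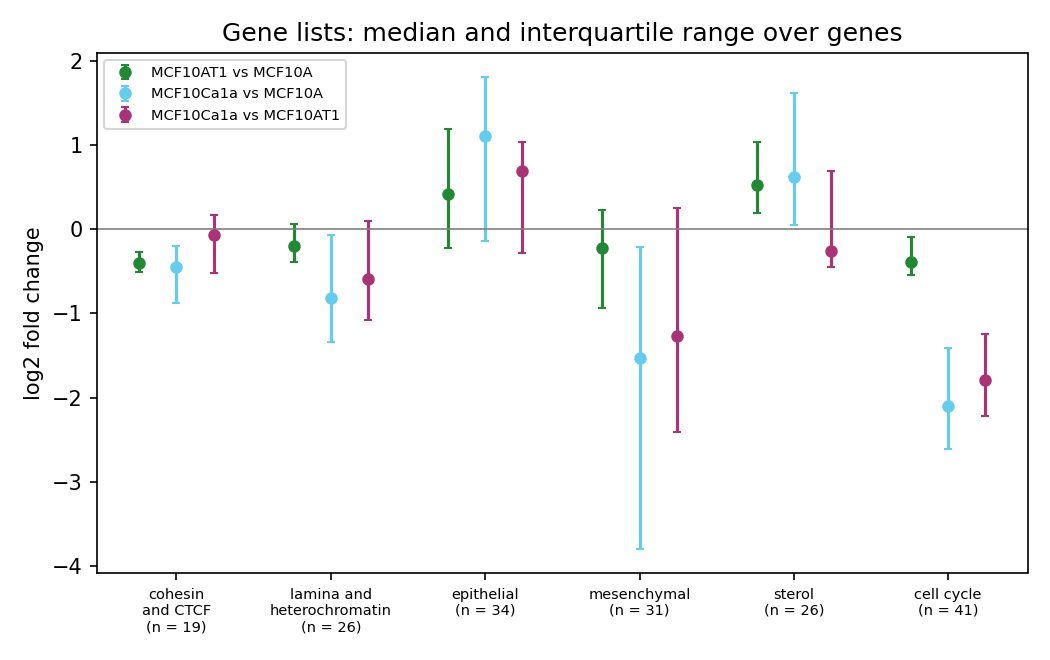
Median log2 fold change of 6 gene lists (y axis) in each comparison, with bars for the interquartile range over the genes of the list (number of genes under each name). The cell cycle list lies furthest below 0 in MCF10Ca1a, at -2.10 against MCF10A and -1.80 against MCF10AT1. The cohesin and CTCF list and the sterol list change sign in MCF10Ca1a against MCF10AT1 on the log2(TPM + 1) scale, to 0.14 and 0.03.

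To see whether changes concentrate on particular chromosomes, the genes of each of 23 chromosomes were tested as a set. In MCF10AT1 against MCF10A, chromosome 9 was higher (694 genes, median log2 change 0.48, camera adjusted p 8.35e-14), chromosome 19 was higher (median 0.20, adjusted p 0.0311) and chromosome 1 was lower (median -0.22, adjusted p 4.13e-04). In MCF10Ca1a against MCF10A, chromosomes 9, 17 and 20 were higher, with medians of 0.33, 0.29 and 0.39 (adjusted p 0.0269, 0.0483 and 0.0318), and chromosome 8 was lower (median -0.41, adjusted p 0.0318). In MCF10Ca1a against MCF10AT1, 8 chromosomes were called: 1, 16, 17 and 20 were higher, with medians from 0.28 to 0.42, and 12, 13 and 14 were lower, with medians from -0.36 to -0.31. Chromosome 8 was lower too (median -0.32, adjusted p 0.0444), although its median was 0.01 on the log2(TPM + 1) scale with limma, or -0.18 relative to the median of all genes on that scale. The medians of chromosomes 12, 13 and 14 were -0.02, -0.14 and -0.05 on that scale (-0.20, -0.33 and -0.23 relative to all genes), and without a filter -0.01, -0.03 and -0.01 (-0.03, -0.04 and -0.02 relative). On the log2(TPM + 1) scale with limma and no filter the medians of chromosomes 19 and 9 in MCF10AT1 against MCF10A were 0.03 and 0.22, and that of chromosome 8 in MCF10Ca1a against MCF10A was -0.12. Under a correlation estimated from the libraries only chromosome 9 in MCF10AT1 against MCF10A was called (adjusted p 0.0270), whereas fry called 18, 23 and 23 chromosomes in the 3 comparisons. After a correction for transcript length and GC content, MCF10AT1 against MCF10A kept its 3 chromosomes, MCF10Ca1a against MCF10AT1 kept chromosomes 1 and 20, and MCF10Ca1a against MCF10A kept none (0 called, 6 at an unadjusted p under 0.05). Chromosome 17 in MCF10Ca1a against MCF10A was called in 3 of the 9 fits that each left out 1 library, and chromosome 19 in MCF10AT1 against MCF10A was not called without MCF10A replicate 3 (adjusted p 0.0652).

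**Figure D5:**
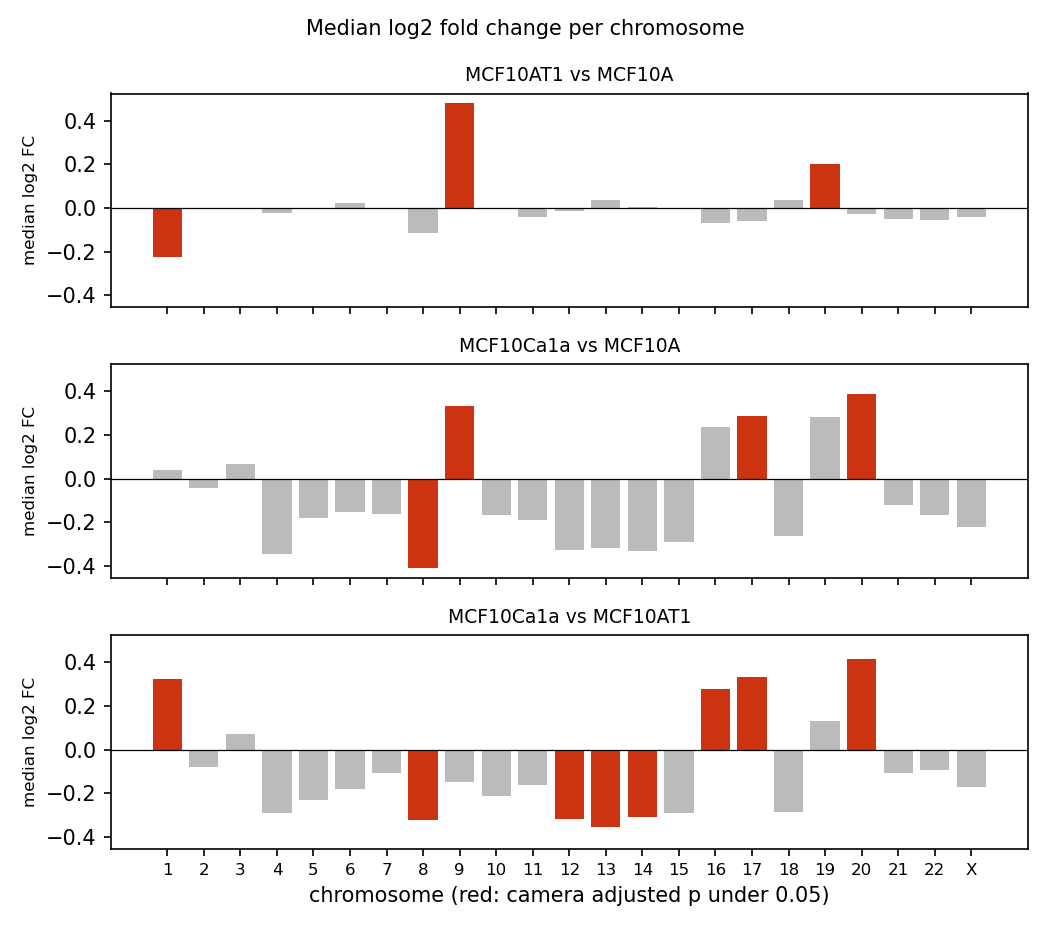
Median log2 fold change of the genes on each of 23 chromosomes, with 1 panel per comparison and red bars for chromosomes with a camera adjusted p under 0.05. Chromosome 9 stands highest in MCF10AT1 against MCF10A, at 0.48, and chromosome 8 in MCF10Ca1a against MCF10AT1, drawn at -0.32, is at 0.01 on the log2(TPM + 1) scale. Without a filter on that scale chromosomes 12, 13 and 14 are at -0.01, -0.03 and -0.01 there.

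Transcript usage was compared from the deposited transcript-level estimated counts, over 73815 transcripts of 11802 genes. edgeR's diffSpliceDGE with Simes p called 681 genes in MCF10AT1 against MCF10A, 2429 in MCF10Ca1a against MCF10A and 1874 in MCF10Ca1a against MCF10AT1. On simulated data this test made 246 false calls among 11385 genes, so a per-transcript share test, which made 16, was run beside it. It called 1193, 5711 and 4938 genes, and 320, 2144 and 1596 of these were called by both tests. Shares of single transcripts are given as percent of the summed deposited TPM of the gene, whereas the tests used counts. Each adjusted p belongs to the gene over all its transcripts and not to the transcript shown. In EIF4A2 (ENSG00000156976.17, chromosome 3), transcript ENST00000323963.10 held 0% of the gene's TPM in MCF10A, 9.97% ± 1.07 (SD, n = 3) in MCF10AT1 and 20.96% ± 2.87 (SD, n = 3) in MCF10Ca1a. The diffSpliceDGE adjusted p of the gene was 6.74e-55 and 3.17e-59 against MCF10A. In SRSF11 (ENSG00000116754.14, chromosome 1), ENST00000370950.7 fell from 9.48% ± 2.33 (SD, n = 3) in MCF10AT1 to 0% in MCF10Ca1a (adjusted p of the gene 2.20e-38, edgeR). In ANXA2 (ENSG00000182718.18, chromosome 15; adjusted p of the gene 9.99e-36, edgeR), the shares differed by little. ENST00000451270.7 held 71.3% ± 0.322 (SD, n = 3) in MCF10AT1 against 69.0% ± 0.714 (SD, n = 3) in MCF10A. ENST00000421017.6 held 15.3% ± 0.445 (SD, n = 3) against 18.1% ± 0.643 (SD, n = 3). The share test called these 3 genes in the comparisons named, with an adjusted p of at most 5.14e-06. Neither test accounts for the uncertainty of assigning reads between transcripts of a gene.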

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

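Chosen only after the data were seen were the correction for transcript length and GC content, the removal of nuclear copies of mitochondrial genes and the share test of transcript usage. Adjusted p-values are Benjamini-Hochberg adjusted, from edgeR for genes and from camera for lists unless another tool is named. Where no cause is given below, the cause was not tested.

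Counts of changed genes of any size of change stayed within 1.5 times of those reported under all alternatives but 1. Asking for a log2 change of more than 1 with glmTreat left 1994 genes in MCF10AT1 against MCF10A, 6252 in MCF10Ca1a against MCF10A and 5148 in MCF10Ca1a against MCF10AT1, with 413 moving the same way at both steps and 559 opposite, since the stricter question removes small changes. Over the 9 fits that each left out 1 library the counts ran from 10076 to 11155, 14085 to 14950 and 13569 to 14722, with 3735 to 4590 genes moving the same way and 4225 to 5012 opposite. Genes changed at least 2-fold ran from 3229 to 3357, 7750 to 8018 and 6766 to 7085 in those fits. They numbered 1068, 4105 and 3561 on the log2(TPM + 1) scale with limma, 1588, 4853 and 4377 on the log2(TPM + 0.1) scale, and 1181, 4470 and 3796 on the log2(TPM + 1) scale without a filter, where 2837 genes moved the same way at both steps. A pseudocount shrinks the changes of low genes by construction. TPM scaling also moved the direction of calls: 35.3%, 54.2% and 60.6% were higher with log2(TPM + 1), 35.7%, 54.1% and 60.5% with log2(TPM + 0.1), and 36.1%, 56.2% and 62.8% without a filter, against 48.4%, 48.2% and 48.5% reported. It shifted the median log2 change of all genes to -0.12, 0.07 and 0.19 with log2(TPM + 1) and to -0.13, 0.08 and 0.21 with log2(TPM + 0.1).

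Replicate numbers did not pair the libraries: deviations from the line means correlated at -0.0597 to 0.0451 over the 9 pairs with the same number and -0.0742 to 0.0955 over the 18 with different numbers. With the replicate number as a block, 10846, 14397 and 13917 genes were called, 4165 moving the same way and 4694 opposite. The block gave 3, 3 and 8 chromosomes, 345, 1926 and 1378 genes with changed usage (323, 1841 and 1334 shared with those reported), and camera adjusted p 0.0501 for the lamina list in MCF10AT1 against MCF10A. It changed the call of no list and of no named gene.

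Of the 14 list calls, fry kept all and the estimated correlation none. Fry asks another question, whether a list changes at all, and most genes changed in every comparison. With the correlation estimated, adjusted p was 0.476 for the cohesin, sterol and cell cycle lists and 0.561 for the epithelial list in MCF10AT1 against MCF10A. It was 0.561 for the cohesin and epithelial lists, 0.476 for the lamina, mesenchymal and sterol lists and 0.274 for the cell cycle list in MCF10Ca1a against MCF10A. In MCF10Ca1a against MCF10AT1 it was 0.561 for the lamina, 0.619 for the epithelial, 0.542 for the mesenchymal and 0.274 for the cell cycle list. A correlation estimated from 9 libraries is imprecise, and whether that is the cause was not tested. Fry added the lamina list (0.00126) and the mesenchymal list (6.08e-05) in MCF10AT1 against MCF10A and the cohesin list in MCF10Ca1a against MCF10AT1 (0.0118). The lamina list in MCF10AT1 against MCF10A also passed without the low-count filter (0.0173), with length-scaled counts (0.0451) and without mitochondrial copies (0.0482), with 0.00126 to 0.561 over all alternatives. It passed without MCF10A replicate 2 (0.0420), MCF10A replicate 3 (0.0286) or MCF10AT1 replicate 3 (0.0456), from 0.0286 to 0.0826 over the 9 fits. The epithelial list in MCF10Ca1a against MCF10AT1 lost its call after the length and GC correction (0.0932; 0.00203 to 0.619 over the alternatives). The sterol list in that comparison, which passed nowhere, changed direction after the same correction (0.550) and without MCF10A replicate 1 (0.993), with 0.711 to 0.993 over the fits that each left out 1 library and 0.546 to 0.957 over the other alternatives.

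Chromosome counts moved most. For MCF10AT1 against MCF10A, MCF10Ca1a against MCF10A and MCF10Ca1a against MCF10AT1, fry called 18, 23 and 23, and the estimated correlation 1, 0 and 0 (3, 3 and 5 at an unadjusted p under 0.05). Without a filter on low counts 13 were called in MCF10Ca1a against MCF10A and 15 in MCF10Ca1a against MCF10AT1. After the length and GC correction these were 0 (6 at an unadjusted p under 0.05) and 2. Leaving out 1 library gave 2 to 3, 3 to 7 and 8 to 8 chromosomes: 7 without MCF10A replicate 1, and 2 without MCF10A replicate 3.

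Genes with changed transcript usage numbered 158, 1091 and 790 with transcripts of at least 10% of the gene (102, 799 and 535 shared with those reported), 1139, 4848 and 4098 in the gene-level F test (510, 2326 and 1761 shared), and 1193, 5711 and 4938 in the share test (320, 2144 and 1596 shared). Leaving out 1 library gave 486 to 634, 1796 to 2410 and 1324 to 1888.

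Of the named genes, XIST reversed in MCF10AT1 against MCF10A with length-scaled counts (log2 change 0.13), scaled counts (0.12) and without MCF10A replicate 3 (0.0640), from -0.39 to 0.0640 over the fits that each left out 1 library. Without MCF10A replicate 1 it was lower in MCF10AT1 (-0.39, edgeR adjusted p 0.0365) and MCF10Ca1a (-0.68, adjusted p 9.45e-04) than in MCF10A. Without the filter on low counts XIST was called lower in MCF10Ca1a than in MCF10A (-0.48, adjusted p 2.84e-09) and MCF10AT1 (-0.36, adjusted p 1.17e-05). Its log2 changes over the alternatives were -0.48 to -0.27 and -0.40 to -0.22. Over the fits that each left out 1 library they were -0.68 to -0.22 and -0.39 to -0.08. MYC, unchanged in MCF10AT1 against MCF10A, reversed without MCF10A replicate 2 (-0.00052) or replicate 3 (-0.0096), from -0.0096 to 0.0721 over those fits. ITGA4 lost its call in MCF10Ca1a against MCF10AT1 with scaled counts (log2 change -3.41, edgeR adjusted p 0.0664). Over all named genes and alternatives other than leaving out a library, 339 of 350 values kept their direction and side of the threshold, 7 were weaker, 2 stronger and 2 reversed, and 445 of 450 did when 1 library was left out.

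Depth limits what a low count in MCF10Ca1a shows, at 34.5 M counts on average against 65.99 and 66.3 M. After thinning to the smallest library, 9983, 13413 and 13076 genes were called.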

Other observations

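Chosen only after the result was seen were the tests of zinc finger family size, of the neighbours of zinc finger genes, of chromosome 9, of distal chromosome 1 (both), of chromosomes 1 and 20, and of H2AC18 and H2AC19 together. All other tests were written before their results. Lines differ in history as well as in stage, so a biological difference between the lines stays open and untested in each paragraph.

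Labels were regrouped to see what other splits of the libraries give. With 3 libraries against 3 there are 10 splits, so no share under 0.1 can be reached. For changed genes, 1 of the 10 splits gave as many in each comparison, the real one, and the others gave at most 1, 0 and 0 genes. For gene lists, 4, 1 and 1 splits gave as many calls in MCF10AT1 against MCF10A, MCF10Ca1a against MCF10A and MCF10Ca1a against MCF10AT1, and the others reached 5, 5 and 3. For chromosomes 4, 2 and 1 splits did, and the others reached 3, 5 and 3. Other splits thus gave as many list and chromosome calls in MCF10AT1 against MCF10A, and as many chromosomes in MCF10Ca1a against MCF10A, whereas the 8 chromosomes of MCF10Ca1a against MCF10AT1 were matched by none. For transcript usage 1 split did in each comparison, with at most 264, 79 and 113 genes in the others. Of 100 draws over all 9 libraries, 1 gave as many genes moving the same way at both steps and 1 as many moving opposite, the real one in each case. The other draws reached 0 and 871 genes.

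The table lists 0 of the 37 mitochondrial genes of GENCODE 29, yet 402 nuclear copies of such genes held 15.1 M counts, 2.07% to 4.12% of a library. Of these counts 60.9% lay on 5 copies (1.24%) that are at least 98% identical to a mitochondrial gene over at least 50% of their length. A candidate explanation is that mitochondrial transcripts were assigned to the nuclear copies, and these genes are better not read as nuclear expression. No biological explanation was tested.

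EMD, at 0, 1 and 0 counts in MCF10Ca1a, could reflect loss of a large X chromosome segment, but 0 of 23 expressed genes within 500 kb were at the floor, and their median log2 change against MCF10AT1 was 0.46. This argues against loss of the whole segment. EMD was not alone, though: in that window FLNA fell by a log2 change of -4.44 and MPP1 by -6.40, a pair named after their values were seen. A smaller deletion, silencing of several genes or a transcript that the annotation misses stays open.

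More genes were at the floor in MCF10Ca1a (193) than in MCF10A (54) or MCF10AT1 (72) while expressed in another line. Depth alone does not account for this: after thinning to the smallest library the counts were 124 for MCF10Ca1a, 60 for MCF10A and 68 for MCF10AT1. Zinc finger genes, by their ZNF symbols without antisense genes and pseudogenes, were 25 of the 193, and 21 of those lie on chromosome 19. They made up 13.0% of the genes at the floor against 3.03% of the 12859 genes that could have been (389 genes, odds ratio 5.03, two-sided Fisher's exact p 8.07e-10). The pattern is not particular to MCF10Ca1a: in MCF10AT1 they were 11 of the 72 genes at the floor (15.3% against 3.01% of 12831, odds ratio 5.95, two-sided Fisher's exact p 9.21e-06), and all 11 were at the floor in MCF10Ca1a too. In MCF10A 1 such gene was at the floor. These shares argue against family size alone. Loss of chromosome 19 segments cannot be told apart from a change of single genes: of the 37 nearest neighbours, of any kind, that could have been at the floor, 16 were at the floor in MCF10Ca1a, up to 6 in a row, and the others kept counts above it in at least 1 library. Neighbours at the floor are mostly zinc finger genes of the same clusters, and DNA copy number was not analysed. Reads moved to related zinc finger genes cannot be told apart from a real change. The log2 ratio of the summed CPM of chromosome 19 zinc finger genes, MCF10Ca1a over MCF10AT1, was 0.14, but 9 of the 21 genes were already at the floor in MCF10AT1 and had next to no reads to move, so this sum decides nothing.

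Chromosome shifts may follow transcript length and GC content in part. Across 23 chromosomes, the GC content and median log2 change had Spearman's rho -0.358 in MCF10AT1 against MCF10A, 0.581 in MCF10Ca1a against MCF10A and 0.659 in MCF10Ca1a against MCF10AT1. After a correction for both properties, 3, 0 and 2 chromosomes were called. The trend is thus argued against as the whole cause in MCF10AT1 against MCF10A, is a candidate cause of the calls in MCF10Ca1a against MCF10A, and in MCF10Ca1a against MCF10AT1 of those other than chromosomes 1 and 20 (camera adjusted p 0.0136 for the higher of them). It does not account for the changed genes, of which 10538, 13710 and 13108 were called before and after. Chromosome 9 in MCF10AT1 kept an adjusted p of 2.26e-14, and each of its 5 parts was higher, the lowest by a median of 0.32, which argues against a few regions carrying the shift. The last of 5 parts of chromosome 1 (184790724-248937043) was lower in MCF10AT1 by a median log2 change of -0.90, and of -0.93 after the correction, and the part before it was lower by -0.59, while parts 1 to 3 lay between -0.05 and 0.01. Lower genes scattered along the chromosome are argued against, since the lowest median of that last part over 100 shuffles of gene order within chromosome 1 was -0.32. MCF10Ca1a lay on the same side of MCF10A before the correction. The last part of chromosome 1 was at -0.49, the part before it at -0.13, and the 5 parts of chromosome 9 ran from 0.16 to 0.55. Expression thus does not show which line changed. A gain of chromosome 9 and a loss of distal chromosome 1 in MCF10AT1, or the opposite changes in MCF10A, are hypotheses that DNA copy number, not analysed here, would test. Log2 changes 50 genes apart correlated across genes, which are not independent, at 0.0144 in MCF10AT1 against MCF10A, 0.0189 in MCF10Ca1a against MCF10A and 0.0342 in MCF10Ca1a against MCF10AT1. Only the value of 0.0342 lay above all 100 shuffles of gene order (highest 0.0183), which is consistent with shifts shared over long stretches. In the others this correlation over all chromosomes cannot be told apart from chance, since the test found a simulated shift of the observed size in 3 and 10 of 100 runs. It takes nothing from the shifts along chromosomes 9 and 1 in MCF10AT1, which the medians of their parts show.

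MCF10A replicate 1 stood apart from replicates 2 and 3. Its deviation from the line mean had Spearman's rho 0.27 with transcript length and 0.23 with GC content across genes. MCF10A replicate 3 had -0.25 and -0.18. Deviations within a line cancel, so opposite values in other MCF10A replicates follow in part from replicate 1 and decide nothing. In another line, MCF10Ca1a replicate 2 had -0.23 with GC content, so the GC value alone does not single out MCF10A replicate 1. The labels give no batch, and length cannot be told apart from other causes.

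The sterol list was higher in MCF10AT1 than in MCF10A by a median of 0.53. The lower serum of MCF10AT1 (2.5% against 5%) might cause this, but serum and line cannot be told apart here. The list was also higher in MCF10Ca1a, grown in the same serum as MCF10A, by a median of 0.63.

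H2AC19 and H2AC18 are near-identical. H2AC18 had 260, 300 and 370 counts in MCF10A and 0 in MCF10AT1, and H2AC19 had 0 in MCF10A and 281, 281 and 239 in MCF10AT1, so reads may have been split differently between them and the change of H2AC19 alone cannot be told apart from that. Their summed CPM was 4.66 ± 0.624 (SD, n = 3) in MCF10A, 4.10 ± 0.218 (SD, n = 3) in MCF10AT1 and 34.8 ± 0.327 (SD, n = 3) in MCF10Ca1a, a log2 ratio of 2.90 over MCF10A. That argues against a different split as the cause of the rise of both genes together.

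The cell cycle list, lower in MCF10Ca1a, kept a median log2 change against MCF10AT1 of -1.62 after the length and GC correction and -1.77 after thinning, so neither accounts for it. A denser or slower-growing culture is a candidate cause. If density lowered it, targets of YAP, a growth regulator that contact between cells inhibits, would be lower. The 20 tested of 21 such genes were not: their median was 0.52 (camera adjusted p 0.5, 12 higher and 7 lower) in MCF10Ca1a against MCF10AT1, 0.11 (adjusted p 0.5) in MCF10AT1 against MCF10A and 0.10 (adjusted p 0.695) in MCF10Ca1a against MCF10A. Fry gave unadjusted p 0.255, 0.00134 and 4.05e-04, and an estimated correlation 0.698, 0.722 and 0.885. The growth state of the cultures at harvest was not recorded in the labels, so culture and line cannot be told apart.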
